A study of Mus musculus with 4 samples. Its data were reported in "Switching of dominant retrotransposon silencing strategies from posttranscriptional to transcriptional mechanisms during male germ-cell development in mice" (2017).

How the data were processed

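RNA was measured by strand-specific polyA(+) sequencing of leptotene/zygotene (L/Z) spermatocytes, the germ cells that have just entered meiosis, collected by fluorescence-activated cell sorting from mice of 3 to 4 weeks. The animals were F1 hybrids of the strains C57BL/6J and MSM/Ms. The 4 libraries came from a Dnmt3L heterozygote, a Dnmt3L knockout (KO), a Pld6 KO and a Pld6 wild-type (WT) animal. Pld6 encodes a nuclease that makes the small piRNAs of the germ line, and Dnmt3l encodes a cofactor of the enzyme that sets DNA methylation in the male germ line. The Dnmt3L heterozygote (control replicate 1) and the Pld6 WT (control replicate 2) library formed the control group. The numbers only name the libraries, which were not paired. Their genotypes differ, so the spread between them holds a difference of genotype, of line and of sorting as well as chance. Each mutant had 1 library, and no value of a mutant has a replicate check.

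The authors sequenced reads of 50 bp from 1 end, aligned them with TopHat2 and quantified RefSeq genes with Cuffdiff, in versions that were not stated. The study names the mouse genome build mm10 for its other data, and mm10 was taken to hold for these libraries too. The deposited table lists 23980 genes with an estimated count of fragments per gene and library before any scaling. Of these estimated counts, 97.3% to 97.4% were whole numbers in each library. The same deposited table gives FPKM, fragments scaled by the authors' tool to gene length and to the depth of the library. For 28 genes the tool marked at least 1 of the values as failed (31 values in all), and these were kept as listed. Other columns of the table were not used here. Reads of retrotransposons and reads that tell the parental alleles apart were not analysed here.

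Gene positions were taken from RefSeq genes of the GRCm38.p6 assembly, which has the coordinates of mm10, by gene symbol or older symbol. A position was found for 99.3% of the genes. Transcript length and GC content came from the longest GENCODE M21 transcript of the same symbol and were found for 98.4% of the genes.

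The fragments in genes amounted to 63875934 for the Dnmt3L heterozygote, 49932330 for the Dnmt3L KO, 30439943 for the Pld6 KO and 40541149 for the Pld6 WT library. A gene at 0 can hold up to 3 fragments at these depths, and a fold against libraries at or under 3 fragments is given as a lower bound. Reads carried no molecular identifiers, so these floors cover counting error only.

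Changes were computed as log2((FPKM in the mutant + 1)/(mean FPKM of the controls + 1)). This scale understates the change of genes with low values. A gene was counted as higher or lower when its FPKM + 1 lay more than 2-fold beyond that of both controls. The same count was made with each control in the mutant's place, which shows how many genes unlike libraries give by this rule. To show what the shared controls alone give, 100 pairs of unchanged mutant libraries were drawn from a negative binomial distribution around the mean of the controls, with the common dispersion that edgeR estimated between the controls (0.296, a biological coefficient of variation of 0.544).

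As a replicated model, edgeR's quasi-likelihood test was run on the fragments rounded to whole numbers, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The 4 libraries entered in 3 groups. The residual degree of freedom, 1 in number, came from the 2 controls. With line as a further term 0 residual degrees of freedom would be left, so the model does not take account of line. The study's own comparisons used Cuffdiff, with the replicate libraries of another strain background.

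Gene lists were compared by their median change and its percentile among 10000 random lists of the same size, matched on 10 classes of mean FPKM over the 4 libraries. A percentile above 97.5 or below 2.5 was read as standing apart. It describes these libraries and is no p-value. The study lists 13 genes for Pld6 KO and 37 for Dnmt3L KO that it found to be driven by an activated retrotransposon in C57BL/6J animals (called the Pld6 list and the Dnmt3l list here), with 11 genes in both. The study chose them on other libraries than these 4. The marker lists were written from general knowledge for spermatogonia, L/Z and pachytene spermatocytes, spermatids, Sertoli cells, Leydig cells, macrophages, peritubular and vascular cells and erythroid cells. A list of 20 genes of white blood cells was added after the values had been seen. No gene was in more than 1 of these 10 lists or in a list of the study. For the study's lists the edgeR p-values were also adjusted over each list alone, a count that was added after the other list results had been seen.

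The 2 mutants were compared across genes with mean FPKM of at least 1, each against the control of its own line, so that the contrasts share no library. Genes are not independent replicates, so these correlations carry no p-value. The named genes are Pld6 and Dnmt3l, the genes that the study's text names as driven by a retrotransposon (Tecrl, 2310043L19Rik, Afm, Caps2 and Slc15a2) with Actb, its allelic control, and for each mutant the 5 genes with the largest rise and the 5 with the largest fall. These 5 were taken among genes beyond both controls whose controls differ by less than 2-fold on the FPKM + 1 scale and that hold at least 20 fragments in the highest of the 3 libraries.

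Alternatives were a pseudocount of 0.1 or 5 FPKM, a filter on mean FPKM, TMM or upper quartile scaling, a 3-fold threshold, each control alone, random lists matched on the controls, DESeq2, size factors of the DESeq2 kind (RLE) in edgeR and no filter on low counts. Technical explanations were checked by centring changes within 20 bins of transcript length or GC content and by thinning all libraries to the 30439943 fragments of the smallest. The steps were tested on simulated data with 200 genes changed 4-fold, first at a dispersion of 0.04, well below that between the controls, so that these rates are no power estimate for the present libraries. The edgeR step recovered 93.5% of them among 18042 genes tested, called 9 unchanged genes and made 0 calls for an unchanged mutant. The 2-fold rule recovered 85.0% among 23980 genes and counted 58 unchanged genes. At the dispersion between the controls (0.296), the edgeR step recovered 0 of the 200 genes among 18137 tested and called 0 unchanged genes. A list of 13 raised genes reached the percentile 100 and a list of unchanged genes the percentile 8. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.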

Results

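The transcriptome of L/Z spermatocytes was measured in 4 libraries from F1 hybrid mice, to ask whether loss of Pld6 or of Dnmt3l changes gene expression, in particular of genes that lie near retrotransposons. A Pld6 KO and a Dnmt3L KO library were each compared with 2 control libraries, a Dnmt3L heterozygote and a Pld6 WT. The fragments counted in genes ranged from 30439943 in the Pld6 KO to 63875934 in the Dnmt3L heterozygote library, with 49932330 in the Dnmt3L KO and 40541149 in the Pld6 WT library. Of 23980 genes, between 13320 (Pld6 KO) and 14276 (Dnmt3L heterozygote) reached an FPKM of 1. The 10 most abundant genes took from 2.72% to 3.13% of the fragments of a library. No mutant value has a replicate, and the spread is that between the controls.

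Each targeted gene was lowest in the library labelled as its knockout. Pld6 (chromosome 11, 59783893 to 59787657, mm10) was at 17.2 FPKM in the Dnmt3L heterozygote, 19.5 FPKM in the Pld6 WT, 8.55 FPKM in the Dnmt3L KO and 0.334 FPKM (14 fragments) in the Pld6 KO library. The last value is 1.82% of the mean of the controls. Dnmt3l (chromosome 10, 78042287 to 78063622) was at 1.27 FPKM (101 fragments) in the Dnmt3L heterozygote, 0.980 FPKM (46 fragments) in the Pld6 WT and 0.432 FPKM (20 fragments) in the Pld6 KO library. It had 0 fragments in the Dnmt3L KO library. That count allows a level of up to 4.60% of the controls, at least 18.9-fold lower than the lower control. The Dnmt3L heterozygote was not below the Pld6 WT for Dnmt3l.

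The number of genes changed in each mutant was counted against both controls. In the Pld6 KO library, 249 genes were more than 2-fold higher and 1297 more than 2-fold lower than in both controls. When the Dnmt3L heterozygote was set against the Pld6 KO and the Pld6 WT by the same rule, 1770 genes were higher and 466 lower. With the Pld6 WT in that place, 143 were higher and 652 lower. In the Dnmt3L KO library, 513 genes were higher and 1386 lower than in both controls. The Dnmt3L heterozygote in its place gave 612 higher and 105 lower genes, and the Pld6 WT 315 higher and 1857 lower. The controls themselves were more than 2-fold apart at 3556 genes, with 2652 higher and 904 lower in the Dnmt3L heterozygote. In simulated unchanged libraries, a mean of 244 genes (range 214 to 282) was higher and 933 (869 to 1000) lower for Pld6 KO. For Dnmt3L KO the simulated means were 238 higher (203 to 277) and 933 lower (885 to 1001). The 249 higher genes of the Pld6 KO library thus lay within the simulated range, while the other 3 counts lay above it. The simulation used 1 common dispersion and holds no shift shared by the genes of a cell type. The 1770 higher genes of the Dnmt3L heterozygote and the 1857 lower genes of the Pld6 WT also lay far above these ranges. A count above the range is therefore no evidence of a change by the mutation. A pseudocount of 0.1 FPKM raised the counts of higher genes to 989 in Pld6 KO and 1233 in Dnmt3L KO, and a 3-fold threshold lowered them to 50 and 90. With the Pld6 WT as the control, without the Dnmt3L heterozygote, the counts of higher genes were 1124 for Pld6 KO and 2891 for Dnmt3L KO. With the Dnmt3L heterozygote alone they were 1330 and 719. The count of lower genes without the Pld6 WT rose to 3209 for Pld6 KO, and that without the Dnmt3L heterozygote to 2099 for Dnmt3L KO.

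**Figure D1:**
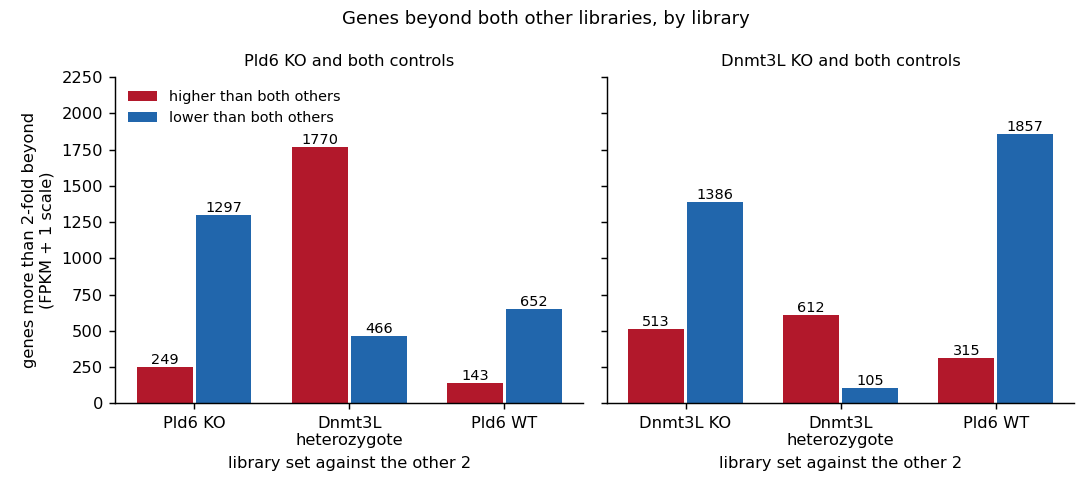
Bars show, on a linear axis from 0, the number of genes more than 2-fold higher (red) or lower (blue) in a library than in both others of a set of 3, on the FPKM + 1 scale, with the Pld6 KO set at left and the Dnmt3L KO set at right. The Pld6 KO has the most lower genes of its set (1297). In the Dnmt3L KO set the Pld6 WT has more lower genes (1857) than the Dnmt3L KO (1386). The Dnmt3L heterozygote has 1770 higher genes in the Pld6 KO set.

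The model with replicated controls was reported beside these counts. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 18657 genes tested passed an adjusted p of 0.05 in either mutant. The smallest adjusted p was 0.102 for Pld6 KO and 0.0967 for Dnmt3L KO. At an unadjusted p under 0.05 there were 102 higher and 1383 lower genes for Pld6 KO, and 203 higher and 1440 lower for Dnmt3L KO. In simulated libraries with the dispersion of the controls the test recovered 0 of 200 genes changed 4-fold, so changes of that size were not detectable by it. DESeq2 moved this result most, with 15 higher and 949 lower genes for Pld6 KO and 17 higher and 925 lower genes for Dnmt3L KO.

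Marker lists described which cells contributed RNA to each sorted fraction. Median FPKM of 16 spermatid markers was 47.8 in the Dnmt3L heterozygote and 13.6 in the Pld6 WT, against 0.481 in the Dnmt3L KO and 0.701 in the Pld6 KO library. Their median log2 change against the controls was -4.38 in Pld6 KO and -4.62 in Dnmt3L KO. Without the Dnmt3L heterozygote these were -2.84 and -2.68. The 16 pachytene markers changed by -2.34 and -2.70. Both lists lay below all 10000 random lists in both mutants (percentile 0). The 16 Sertoli markers had a median of 206 FPKM in the Dnmt3L heterozygote and 252 FPKM in the Dnmt3L KO, against 20.4 FPKM in the Pld6 KO and 7.69 FPKM in the Pld6 WT library. All 16 were more than 2-fold higher in the Dnmt3L heterozygote than in the Pld6 WT, with a median log2 difference of 4.03. The direction of the Sertoli list in the Pld6 KO library rested on the control used. Its median log2 change was -2.06 against the mean of the controls and 1.17 against the Pld6 WT alone, without the Dnmt3L heterozygote. In Dnmt3L KO the Sertoli list changed by 1.32 against both controls, by 0.39 without the Pld6 WT and by 4.37 without the Dnmt3L heterozygote.

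For the other lists the difference between the controls was set beside the change in each mutant. The 19 L/Z markers changed by -0.31 in Pld6 KO (percentile 14.99) and by -1.16 in Dnmt3L KO (percentile 0), and they were -1.10 apart between the Dnmt3L heterozygote and the Pld6 WT. In Pld6 KO the list was at -0.70 without the Dnmt3L heterozygote and at 0.29 without the Pld6 WT, and in Dnmt3L KO it was at -0.38 without the Pld6 WT. The 16 spermatogonial markers changed by 0.16 in Pld6 KO and -0.21 in Dnmt3L KO (percentiles 92.9 and 16.2), with -0.60 between the controls. Their signs also turned with the control, to -0.0535 in Pld6 KO without the Dnmt3L heterozygote and to 0.18 in Dnmt3L KO without the Pld6 WT. Leydig markers (9 genes) changed by 0.39 and 0.91, macrophage markers (11 genes) by 0.33 and 1.19, and peritubular and vascular markers (11 genes) by 0.99 and 0.25, in Pld6 KO and Dnmt3L KO respectively. Between the controls these 3 lists were 3.43, 1.19 and 1.95 higher in the Dnmt3L heterozygote. Without the Pld6 WT the Leydig list was at -0.50 in Pld6 KO and -0.00348 in Dnmt3L KO, the macrophage list at -0.0179 in Pld6 KO and the peritubular and vascular list at -0.15 in Dnmt3L KO, and without the Dnmt3L heterozygote these 4 values were 2.76, 3.29, 1.03 and 0.88. The macrophage list in Dnmt3L KO was at 1.88 without the Dnmt3L heterozygote. The peritubular and vascular list in Pld6 KO was at 1.77 without the Dnmt3L heterozygote and 0.27 without the Pld6 WT. The 8 erythroid markers changed by -2.50 in Pld6 KO and by -0.71 in Dnmt3L KO, with 1.81 between the controls. Without the Dnmt3L heterozygote these were -0.27 and 1.10, and without the Pld6 WT the value in Dnmt3L KO was -1.50.

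**Figure D2:**
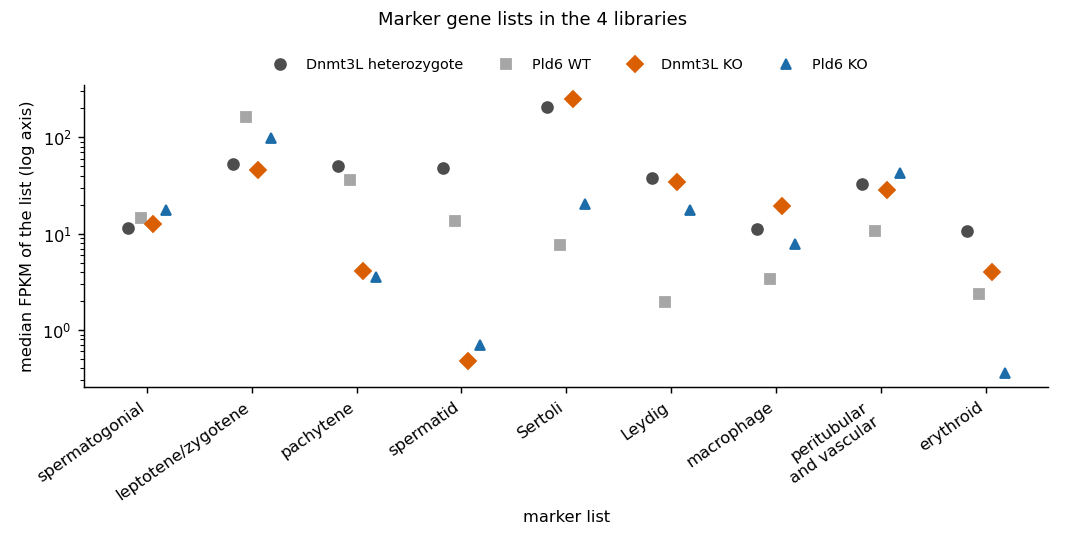
Points show the median FPKM (log axis) of each of 9 marker lists in the Dnmt3L heterozygote (dark grey circles), Pld6 WT (light grey squares), Dnmt3L KO (orange diamonds) and Pld6 KO (blue triangles) library. Spermatid markers lie at 0.481 and 0.701 FPKM in the mutants and at 47.8 and 13.6 FPKM in the controls, while Sertoli markers lie at 206 and 252 FPKM in the Dnmt3L line and at 7.69 and 20.4 FPKM in the Pld6 line.

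By the fixed rule, 189 genes qualified as higher and 937 as lower in Pld6 KO. Of the 5 with the largest rise, Mir7115, Mirlet7j and Snora74a are short RNAs that rest on 23, 21 and 34 fragments, and their FPKM is raised by their short length (1901 FPKM for Mir7115). Reg2 (chromosome 6, 78405155 to 78408099) was at 14.8 FPKM (230 fragments) in Pld6 KO and 3.83 FPKM in Dnmt3L KO. It had 0 fragments in both controls, so it was at least 98.5-fold higher in Pld6 KO. Ly6d (chromosome 15, 74762056 to 74763567) was at 5.87 FPKM (91 fragments) in Pld6 KO and had 0 fragments in the other 3 libraries, at least 39.0-fold higher. The edgeR adjusted p was 0.102 for Reg2 and 0.161 for Ly6d. The largest falls by this rule were those of Mir3960, Cmtm2a, Rbakdn, Spata4 and Ldhal6b. Mir3960 rests on 21 and 15 fragments in the controls and 0 in Pld6 KO, at least 3.42-fold lower. Cmtm2a (chromosome 8, 104281042 to 104293181) fell from 134 FPKM in the Dnmt3L heterozygote and 69.1 FPKM in the Pld6 WT to 1 fragment, at least 644-fold lower. Rbakdn, Spata4 and Ldhal6b were 83.3-fold, 91.1-fold and 279.7-fold lower than in the lower control. In Dnmt3L KO, Cmtm2a was at 0.765 FPKM, Rbakdn at 0.0664 FPKM, Spata4 at 1.04 FPKM and Ldhal6b at 1.24 FPKM. The study found no germ cells past zygotene in either mutant. Falls seen in both mutants may thus come from missing later cells rather than from a change within L/Z cells. These last 4 genes had an edgeR adjusted p of 0.102.

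In Dnmt3L KO, 275 genes qualified as higher and 1065 as lower. Erdr1 (chromosome X, 170010526 to 170018797) was at 1261 FPKM in Dnmt3L KO, 207 FPKM in Pld6 KO, 85.3 FPKM in the Dnmt3L heterozygote and 57.9 FPKM in the Pld6 WT, a log2 change of 4.12. G530011O06Rik (chromosome X, 169975043 to 169978917) was at 14.8 FPKM in Dnmt3L KO against 0.884 and 0.0902 FPKM in the controls, a log2 change of 3.41. This gene lies within the Mid1 gene, and the genes share this stretch of sequence. Wfdc18 rose to 140 fragments from 0 and 1, at least 40.1-fold. Malat1, a nuclear noncoding RNA, was at 156 FPKM against 23.6 and 32.3 FPKM. Gm5512, a pseudogene on chromosome 19, held 312 fragments in Dnmt3L KO and 87 in Pld6 KO, against 3 and 0. The largest falls by the same rule were those of Rbakdn (at least 748-fold), Atp6v0c-ps2 (at least 1011-fold), Spata4 (107-fold), Crisp2 (80.0-fold) and 1700123L14Rik (at least 1207-fold). In Pld6 KO, Rbakdn, Spata4, Crisp2 and 1700123L14Rik were also low (1.79, 1.22, 2.20 and 0.273 FPKM), whereas Atp6v0c-ps2 was at 114 FPKM. Missing later germ cells may account for the falls seen in both mutants. Erdr1, Atp6v0c-ps2, Gm5512 and 1700123L14Rik are annotated as pseudogenes, and their values are uncertain where reads were split with near-identical copies. The edgeR adjusted p was 0.0967 for Erdr1 and for these 5 falls, 0.0981 for Gm5512 and 0.156 to 0.237 for the 3 others.

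The genes that the study found to be driven by retrotransposons were then examined as lists. In the Pld6 KO library the Pld6 list (13 genes) had a median log2 change of 0.73, above all 10000 matched random lists (percentile 100). Of its genes, 11 were higher than in both controls, and 4 (30.8%) were more than 2-fold higher than both, against 1.43% in random lists. In the Dnmt3L KO library the Dnmt3l list (37 genes) had a median of 0.33 (percentile 99.7). Of its genes, 23 were higher than in both controls, 4 (10.8%, against 3.12% in random lists) were more than 2-fold higher than both and 2 were more than 2-fold lower. A pseudocount of 0.1 FPKM gave medians of 1.65 and 0.85, and without a pseudocount, with each value raised to at least 3 fragments, the medians were 2.36 and 0.86. Between the Dnmt3L heterozygote and the Pld6 WT the medians of the lists were 0.00 (percentile 31.4) and -0.00136 (percentile 19.97).

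Each list was also measured in the other mutant. The Dnmt3l list had a median of 0.49 in Pld6 KO (percentile 100), with 6 genes more than 2-fold higher and 3 more than 2-fold lower than both controls. Without the 11 shared genes, the remaining 26 had medians of 0.40 in Pld6 KO (percentile 99.8) and 0.34 in Dnmt3L KO (percentile 98.6). The Pld6 list had a median of 0.33 in Dnmt3L KO, at the percentile 98.3. That placing did not hold under every setting: it was 95.2 with a pseudocount of 0.1 FPKM and 87.8 over the 6 list genes with mean FPKM of at least 0.5, and 95.6 without the Dnmt3L heterozygote. In a direct comparison of the mutants, the Pld6 list was 0.64 higher in Pld6 KO than in Dnmt3L KO (percentile 99.99) and the Dnmt3l list 0.27 higher (percentile 98.9). Many list genes were near the floor in the controls. In the Pld6 list 5 genes had at most 3 fragments in both controls, and 5 of them in Pld6 KO and 4 in Dnmt3L KO rose above 3 fragments. In the Dnmt3l list this held for 7 genes, with 6 above 3 fragments in each mutant. Of 4808 other genes at the floor in both controls, 5.05% rose above it in Pld6 KO and 7.38% in Dnmt3L KO. In edgeR, 0 genes of either list passed in either mutant when adjusted over all genes. Adjusted over the list alone, 5 of 12 tested genes of the Pld6 list passed in Pld6 KO and 4 in Dnmt3L KO, all higher, as did the same numbers at an unadjusted p under 0.05. For the Dnmt3l list, 5 of 37 genes were higher and 1 lower in Pld6 KO, and 3 higher and 1 lower in Dnmt3L KO, when adjusted over the list alone. At an unadjusted p under 0.05 these were 7 and 1, and 7 and 2. These calls rest on 1 residual degree of freedom.

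**Figure D3:**
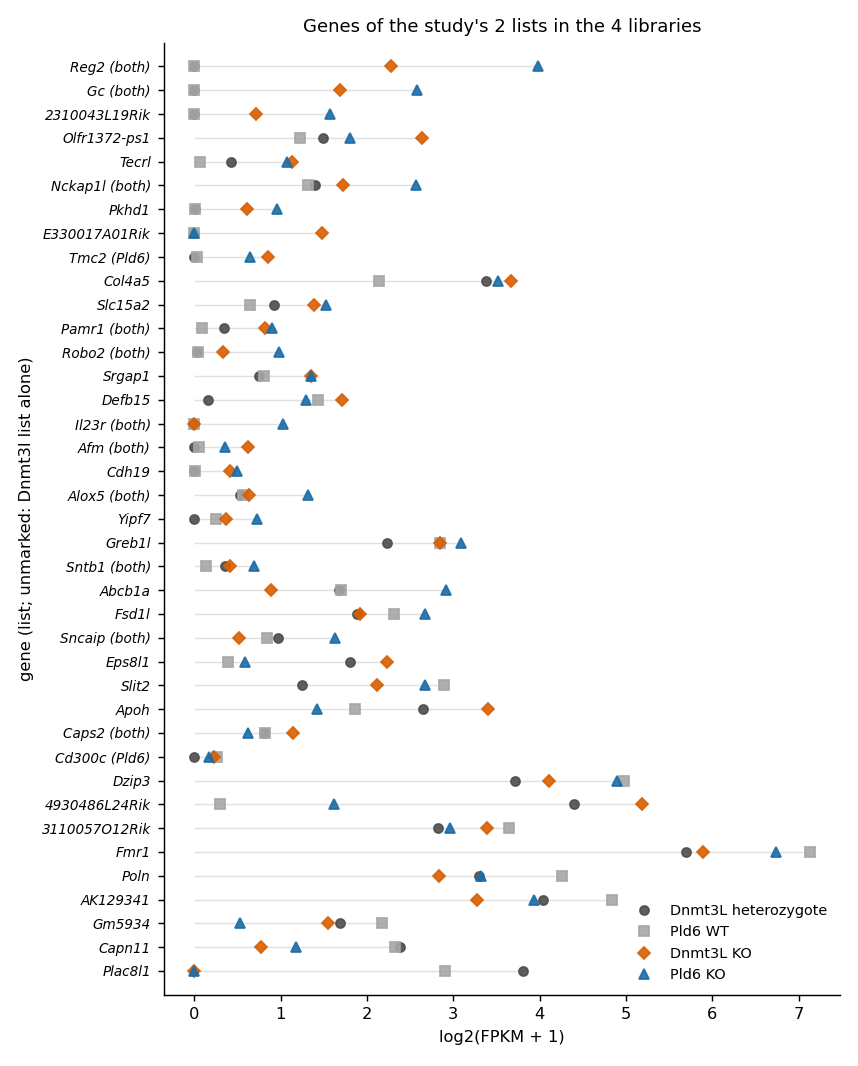
Points show log2(FPKM + 1) of the 39 genes of either list in the 4 libraries, ordered by their mean change in the mutants, with genes of both lists or of the Pld6 list alone marked in brackets. Reg2 and Gc at the top had 0 fragments in the controls and a signal in both mutants, while Plac8l1 and Capn11 at the bottom were more than 2-fold lower in both mutants than in both controls.

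Of the genes named by the study, 2310043L19Rik (chromosome 1, 177641542 to 177642943) had 0 fragments in both controls, 31 in Pld6 KO (1.97 FPKM, at least 13.3-fold higher) and 15 in Dnmt3L KO (0.638 FPKM, at least 4.30-fold higher). Afm (chromosome 5, 90518949 to 90553544) had 0 and 3 fragments in the controls, 16 in Pld6 KO (at least 6.85-fold) and 47 in Dnmt3L KO (at least 13.5-fold). Tecrl (chromosome 5, 83278122 to 83355195) was at 1.10 FPKM in Pld6 KO and 1.19 FPKM in Dnmt3L KO, against 0.348 and 0.0452 FPKM. Slc15a2 (chromosome 16, 36750161 to 36785158) was at 1.89 and 1.61 FPKM, against 0.902 and 0.561 FPKM. Caps2 (chromosome 10, 112163349 to 112216561) was at 0.542 FPKM in Pld6 KO and 1.20 FPKM in Dnmt3L KO, against 0.753 and 0.758 FPKM, a log2 change of -0.19 and 0.33. Actb (chromosome 5, 142903115 to 142907976) changed by 0.12 in Pld6 KO and by 0.49 in Dnmt3L KO, and the former was -0.17 without the Pld6 WT. None of these 6 genes passed an edgeR adjusted p of 0.05, with 0.367 for 2310043L19Rik in Pld6 KO the lowest of the 12 values.

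Whether the mutants changed the same genes was asked across genes. With each mutant against the control of its own line, the log2 changes of 14416 genes had a Pearson r of 0.570 and a Spearman rho of 0.496, and 67.3% of the genes had the same sign. With the controls exchanged between the lines, r was 0.0568 and rho -0.140. In both mutants, 39 genes were higher and 1105 lower than in both controls. Simulated unchanged libraries against the same controls shared a mean of 6.86 higher genes (2 to 14) and 98.0 lower genes (73 to 123). These draws hold no shift shared by the genes of a cell type, so shared counts above them can come from cell composition. There were 4 genes higher in Pld6 KO and lower in Dnmt3L KO, and 6 went the opposite way. No simulated count was computed for such opposite calls against the same controls, so these numbers have no reference. With the mean of both controls for both mutants, r was 0.607 and rho 0.254, against simulated means of 0.0468 and 0.00191. The shared lower genes numbered far more than the shared higher genes. With 1 control alone the shared higher genes were 718 without the Dnmt3L heterozygote and 142 without the Pld6 WT.

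**Figure D4:**
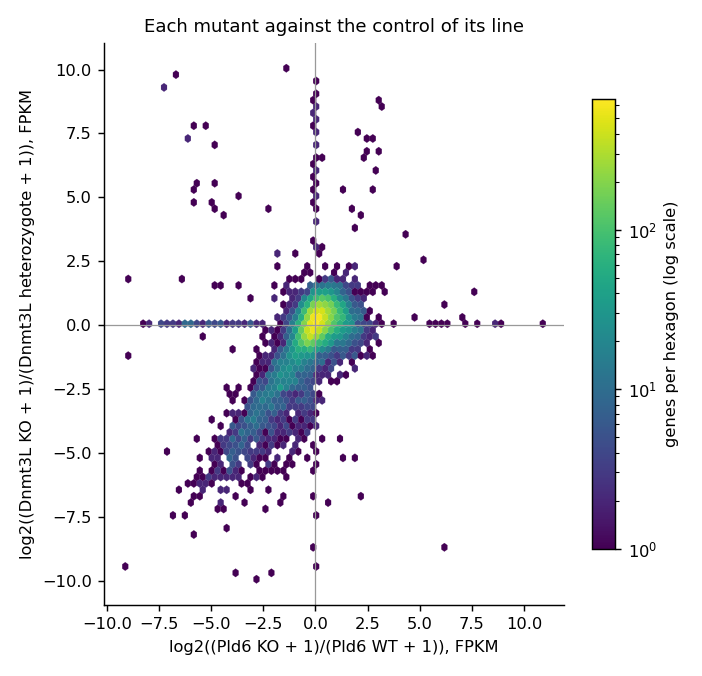
Hexagons are coloured by the number of genes (log scale) at each pair of log2 changes, Pld6 KO over Pld6 WT on the x axis and Dnmt3L KO over Dnmt3L heterozygote on the y axis, for 14416 genes with mean FPKM of at least 1. Most genes lie near 0 on both axes, and a tail of genes low in both mutants runs to the lower left (r of 0.570).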

Values the study reported

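In L/Z spermatocytes, the study reported 41 genes with more than 2-fold higher and 32 genes with lower expression in Pld6 KO, and 442 and 184 genes respectively in Dnmt3l KO, at the q-value threshold of Cuffdiff. The study linked an active retrotransposon to 68% (13 of 19) of the genes that rose above 3-fold on loss of Pld6, and to 41% (37 of 91) on loss of Dnmt3l.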

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

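The tests of this part were chosen only after the results had been seen. A list stands here when its median change went up in the mutant of 1 line and down in the mutant of the other, each against the control of its own line. With 1 library per genotype the difference between the lines was not tested. Of the 9 marker lists, 3 met this.

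Leydig markers rose by 2.76 on the log2 scale in Pld6 KO against Pld6 WT, and their median was -0.00348 in Dnmt3L KO against the Dnmt3L heterozygote. Peritubular and vascular markers rose by 1.77 in the Pld6 line and stood at -0.151 in the Dnmt3L line. A candidate explanation is somatic cells sorted with the Dnmt3L heterozygote, which predicts that the controls differ more than the mutants do. The Leydig list was -3.43 apart between Pld6 WT and the Dnmt3L heterozygote and -0.670 between Pld6 KO and Dnmt3L KO. The peritubular and vascular list was -1.95 apart between the controls and 0.753 between the mutants. The outcome would be the same if the Pld6 WT fraction held fewer somatic cells. The highest Leydig marker in each library, Insl3, was at 202 FPKM in the Dnmt3L heterozygote, 198 FPKM in Dnmt3L KO, 142 FPKM in Pld6 KO and 14.7 FPKM in Pld6 WT. The highest peritubular and vascular marker in each library, Acta2, was at 360, 206, 349 and 75.2 FPKM in the same order. By these levels the Pld6 WT library stands apart from the other 3. More somatic cells in the Dnmt3L heterozygote and fewer in the Pld6 WT cannot be told apart, since the mutants lack later germ cell RNA and give no neutral level. Of the 9 Leydig markers 8, and of the 11 peritubular and vascular markers 10, reached an FPKM of 1 in all 4 libraries. A difference between heterozygous and wild-type animals, or between the lines, stays open and was not tested.

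Spermatogonial markers were at -0.0535 in the Pld6 line and at 0.185 in the Dnmt3L line. These medians may reflect no more than the spread of lists of this size. They lay at the percentiles 39.9 and 81.4 of matched random lists, inside the range that random lists cover. Nothing in these values calls for a biological explanation, and none was tested.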

How the results depend on the processing

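The groups, the main measures, the rule for the named genes and most alternatives were fixed before the data were examined. The following 3 settings were chosen after seeing the data: leaving out small RNA genes, a minimum of 20 fragments, and list medians without a pseudocount. The model of edgeR was not run without each control, since no residual degree of freedom would be left. No paired analysis was possible because the groups share only replicate number 1, which was given by order alone. Each mutant shares its line with 1 control, but with line as a term the edgeR model has 0 residual degrees of freedom, so changes within a line are given as values with no test.

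Counts of genes beyond both controls depended on the value scale. With a pseudocount of 0.1 FPKM they were 989 higher and 2297 lower genes in Pld6 KO and 1233 higher and 2360 lower in Dnmt3L KO. A pseudocount of 5 FPKM gave 73 and 647, and 168 and 689. A 3-fold threshold gave 50 and 854, and 90 and 877. The genes in both mutants were 178 higher and 1727 lower with 0.1 FPKM, 20 and 558 with 5 FPKM, and 12 higher with the 3-fold threshold; without small RNA genes, 23 were higher in both. By construction a larger pseudocount shrinks the changes of genes with low values. TMM and upper quartile scaling, a mean FPKM of at least 1 and a minimum of 20 fragments kept each of these counts within 1.5-fold of its main value. TMM moved the median of all expressed genes in Pld6 KO to -0.10, against -0.05 as deposited, and upper quartile scaling moved it to 0.026.

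With 1 control alone, 1124 to 1330 genes were higher and 1548 to 3209 lower in Pld6 KO, 719 to 2891 higher and 1970 to 2099 lower in Dnmt3L KO, and 142 to 718 higher in both. The share of higher genes among all counted genes was 16.1% in Pld6 KO with both controls, 42.1% with the Pld6 WT alone and 29.3% with the Dnmt3L heterozygote alone, and 30.1% with the pseudocount of 0.1 FPKM. In Dnmt3L KO it was 27.0%, and 57.9% with the Pld6 WT alone. Other settings lowered the share. With a 3-fold threshold it was 5.53% in Pld6 KO and 9.31% in Dnmt3L KO. With a pseudocount of 5 FPKM it was 10.1% in Pld6 KO and 19.6% in Dnmt3L KO.

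The number of adjusted calls moved from 0 with edgeR to 8 higher and 429 lower genes (Pld6 KO) and 6 and 423 (Dnmt3L KO) when low counts were not filtered. DESeq2 called 15 and 949, and 17 and 925. RLE size factors gave 0 calls as well, with 117 higher and 1354 lower genes at an unadjusted p under 0.05 in Pld6 KO and 200 and 1402 in Dnmt3L KO. The cause was not tested.

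The list medians grew with a smaller pseudocount: 1.65 (Pld6 list in Pld6 KO), 0.61 (Pld6 list in Dnmt3L KO), 0.70 (Dnmt3l list in Pld6 KO) and 0.85 (Dnmt3l list in Dnmt3L KO) with 0.1 FPKM, and 2.36, 0.83, 0.71 and 0.86 without a pseudocount. Over list genes with mean FPKM of at least 0.5 the Pld6 list was at 0.99 in Pld6 KO and 0.35 in Dnmt3L KO, and at 0.32 in Dnmt3L KO with TMM. The Pld6 list in Dnmt3L KO fell to the percentiles 95.2, 97.4 and 87.8 with 0.1 FPKM, without a pseudocount and with the filter, and the Dnmt3l list in Dnmt3L KO to 96.5 with the filter. The filter left 6 and 28 genes. With each control left out in turn, the Pld6 list in Dnmt3L KO ranged from 0.326 to 0.328 (percentiles 95.6 to 98.3), the Dnmt3l list from 0.48 to 0.60 in Pld6 KO and from 0.29 to 0.41 in Dnmt3L KO. The Pld6 list in Pld6 KO and the Dnmt3l list in Pld6 KO kept percentiles of at least 99.8 under every setting run for them.

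Most marker lists depended on the control in direction or size, and the cause was not tested. With each control left out in turn, the ranges in Pld6 KO were -0.0535 to 0.59 (percentiles 39.9 to 99.8) for spermatogonial, -0.70 to 0.29 (0 to 98.4) for L/Z, -2.98 to 1.17 (0 to 100) for Sertoli, -0.50 to 2.76 (11.2 to 100) for Leydig, -0.0179 to 1.03 (49.8 to 100) for macrophage and -3.08 to -0.27 for erythroid markers, and the percentiles 89.5 to 100 for peritubular and vascular markers. In Dnmt3L KO they were -0.54 to 0.18 (1.70 to 81.4) for spermatogonial, -2.92 to -2.62 for pachytene, -5.41 to -2.68 for spermatid, 0.39 to 4.37 for Sertoli, -0.00348 to 3.29 (36.9 to 100) for Leydig, -0.15 to 0.88 (21.1 to 99.0) for peritubular and vascular and -1.50 to 1.10 (0 to 99.9) for erythroid markers. A pseudocount of 0.1 FPKM gave -2.97 for pachytene markers in Dnmt3L KO and -6.64 and -6.73 for spermatid markers in Pld6 KO and Dnmt3L KO.

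The correlation of the mutants depended on which control each was set against. With the controls exchanged, r was 0.0568 and rho reversed to -0.140. Exchanging the controls puts their difference into the contrasts with opposite signs. Of the named genes, Actb in Pld6 KO reversed to -0.17 without the Pld6 WT. Other changes of named genes kept their direction. They moved by more than the SD that the 2 controls give in 26 of 32 cases with a pseudocount of 0.1 FPKM, 28 of 32 with 5 FPKM, 9 of 32 with TMM and 10 of 32 with upper quartile scaling. That SD is 0 for genes at 0 in both controls, so these counts include very small shifts. Depth limits genes near the floor to lower bounds: 5 genes of the Pld6 list and 7 of the Dnmt3l list held at most 3 fragments in both controls.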

Other observations

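Of the tests in this part, those of later germ cells, Sertoli cells, white blood cells and the end of the X chromosome were chosen only after the result was seen.

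The number of genes higher than both controls in Pld6 KO was 249. That is higher than the value quoted from the study above. The number of lower genes in Pld6 KO was 1297. That is also higher than the quoted value. The number of lower genes in Dnmt3L KO was 1386. That too is higher than the value quoted for it. The number of higher genes in Dnmt3L KO was 513, within 1.5 times of the quoted value. By edgeR's adjusted p, 0 genes passed in either direction in either mutant, against 102 higher and 1383 lower genes in Pld6 KO and 203 and 1440 in Dnmt3L KO at an unadjusted p under 0.05. The adjusted counts are lower than each quoted value. DESeq2 called 15 higher genes in Pld6 KO and 17 in Dnmt3L KO, which is also lower, and 949 and 925 lower genes, which is higher. The measures differ, since the fold counts here rest on 2 single controls and the quoted ones on a q-value from replicates. The quoted counts also come from libraries of another strain background, and the study's plots of them left out miRNAs, small nucleolar RNAs and rRNAs. Without small RNA genes, the higher genes here were 204 in Pld6 KO and 456 in Dnmt3L KO. Whether the same genes were counted was not checked.

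The genes lower in each mutant than in both controls were mostly also higher in the control with more spermatid RNA. Technical trends were weighed. Centring within bins of transcript length gave 1174 lower genes in Pld6 KO and 1273 in Dnmt3L KO, and centring within bins of GC content gave 1311 and 1351. Thinning all libraries to the size of the smallest gave 1296 and 1375. These values argue against gene length, GC content and library size as the whole cause of the 1297 and 1386 lower genes. A candidate explanation is RNA of later germ cells in the sorted control fractions. The genes lower in Pld6 KO had a median log2 difference of 0.628 between the Dnmt3L heterozygote and the Pld6 WT, and those lower in Dnmt3L KO of 0.522, against 0.06 over all expressed genes. Of the lower genes, 87.8% and 82.2% were higher in the Dnmt3L heterozygote, against 53.2% of all expressed genes. The study's sorting profiles showed spermatids in WT testes, but only spermatogonia and spermatocytes up to zygotene in both mutants. It ascribed this to cell death late in zygotene. Later germ cells in the control testes and a direct effect of the mutations are therefore confounded in this design. How much of the falls arises within L/Z cells stays open.

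The 2 controls were more than 2-fold apart at 3556 genes, and the number after thinning was 3562, which argues against library size. Sertoli cells in the Dnmt3L heterozygote fraction are a candidate source of part of this: 16 of the 16 Sertoli genes were more than 2-fold higher there, and the most abundant of them there, Cst12, was at 2624 FPKM against 68.7 FPKM in the Pld6 WT. Of the 16 genes, 13 reached an FPKM of 1 in all 4 libraries. Other differences between the lines and genotypes stay open and were not tested.

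The rise of the study's retrotransposon-driven genes was weighed against Sertoli cells, white blood cells and gene length. Leydig, macrophage, and peritubular and vascular cells were not weighed as sources. Their marker lists also rose in both mutants against the mean of the controls. Sertoli RNA was lower in Pld6 KO than in the Dnmt3L heterozygote (median -2.98), yet the Pld6 list was higher by 0.668. In Dnmt3L KO the Sertoli list was 4.37 higher than in Pld6 WT and 0.39 higher than in the Dnmt3L heterozygote, whereas the Dnmt3l list was 0.293 and 0.41 higher. Both argue against Sertoli cells as the main source of the list medians. Against the Dnmt3L heterozygote alone, the Dnmt3l and Sertoli lists rose alike, so that contrast does not separate them. Single list genes may differ. The list genes 4930486L24Rik and Eps8l1 were higher in both libraries of the Dnmt3L line than in both of the Pld6 line, as were the Sertoli medians. The test in Dnmt3L KO replaced an earlier one after its result was seen. In that one, 5 of 37 genes of the Dnmt3l list (13.5%) and 1 of 16 Sertoli genes (6.25%) were more than 2-fold higher in Dnmt3L KO than in the Dnmt3L heterozygote. White blood cell genes were raised in Pld6 KO (median 0.81 over 20 genes, 4 of them more than 2-fold above both controls, with 9.54 FPKM for the most abundant). Of these 20 genes, 15 reached an FPKM of 1 in Pld6 KO and 5 did so in all 4 libraries. Of the genes on the study's lists, 4 in the Pld6 list and 3 in the Dnmt3l list are genes of white blood cells, a choice made from general knowledge. Without them the percentiles in Pld6 KO were 99.9 (99.91) and 100, with medians of 0.68 over 9 genes and 0.44 over 34 genes. White blood cells may therefore add to the rise of a few list genes in Pld6 KO. The rise there does not rest on the genes left out alone. Whether the remaining genes are also expressed in white blood cells was not tested, so these cells are not excluded as a source. No such test was run for Dnmt3L KO. After centring within bins of transcript length the Pld6 list lay at the percentile 99.99 in Pld6 KO and the Dnmt3l list at 99.6 (99.61) in Dnmt3L KO. From these values alone, a change of these genes with the loss of Pld6 or Dnmt3l stays open as a hypothesis, with 1 library per mutant. The study gives other evidence for it. In F1 hybrids, at genes whose nearby retrotransposon MSM/Ms lacks, it found the activated alleles to be nearly all from C57BL/6J. Those allele-specific reads were not analysed here.

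Genes within 10 Mb of a targeted gene can differ when a chromosome segment of the targeted strain is carried along. The 232 expressed genes around Pld6 had a median absolute log2 change of 0.41 in Pld6 KO against Pld6 WT, at the percentile 81.1 of 164 windows of as many neighbouring genes elsewhere. For the 233 genes around Dnmt3l in Dnmt3L KO the median was 0.40, at the percentile 31.7. Such a segment was thus not seen as a shift of the neighbouring genes as a set. Single genes near the targets were not tested.

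Pachytene cells with silenced sex chromosomes in the control fractions could lower X-linked genes in the controls. The median of 649 X-linked genes minus that of autosomal genes was -0.207 for Pld6 KO against the Dnmt3L heterozygote, 0.0537 against Pld6 WT, 0.123 for Dnmt3L KO against the Dnmt3L heterozygote and 0.355 against Pld6 WT. The outcome set down beforehand as speaking against this explanation was met by the negative value. The Dnmt3L heterozygote exceeded Pld6 WT by 0.24 in the same measure, though, more than 3 of the 4 values in size. The effect of pachytene cells and the difference between the controls therefore cannot be told apart.

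Erdr1 and G530011O06Rik, the 2 genes with the largest rise among the 275 that met the rule for named genes in Dnmt3L KO, lie next to each other at the end of the X chromosome. Whether they lie inside the pseudoautosomal region was not examined. A candidate explanation is a difference at the end of the X chromosome between animals. The neighbouring gene Mid1 (169685199 to 169990798) changed by 2.39 on the log2 scale, from 1.61 and 4.67 FPKM in the controls to 20.7 FPKM. The median of 646 other X-linked genes changed by 0.23. Of these other genes, 33 were also more than 2-fold higher than both controls, so Mid1 was not alone on the X chromosome. G530011O06Rik overlaps Mid1, so their fragments are not separate evidence. The strain origin of the X and Y chromosomes was not tested.

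Atp6v0c-ps2, annotated as a transcribed pseudogene on chromosome 6, had 1 fragment in Dnmt3L KO and was at 117, 114 and 69.9 FPKM in the Dnmt3L heterozygote, Pld6 KO and Pld6 WT. Atp6v0c on chromosome 17, chosen after its values were seen, was at 240 FPKM in Dnmt3L KO and at 126, 41.0 and 94.6 FPKM in the same 3 libraries. No explanation was tested.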
